A study of Homo sapiens with 12 samples. Its data were reported in "NODAL/TGFβ signalling mediates the self-sustained stemness induced by PIK3CAH1047R homozygosity in pluripotent stem cells" (2021).

How the data were processed

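Bulk poly(A) RNA sequencing was carried out on cultures of human induced pluripotent stem cells (iPSCs). All cultures derive from WTC11, an established and widely used iPSC line, in which the hotspot substitution H1047R had been knocked into 1 or both copies of PIK3CA by genome editing. PIK3CA encodes the catalytic subunit p110α of phosphoinositide 3-kinase. The genotype of each of the 12 libraries was taken from its label: 4 WT/WT, 4 WT/H1047R (heterozygous) and 4 H1047R/H1047R (homozygous). The clone of each culture was read from the sample title, which gives 3 WT/WT, 3 WT/H1047R and 2 H1047R/H1047R clones. Passage numbers ranged from 55 to 59. Replicates were numbered from 1 to 4 within a genotype in the order of the records, and this number pairs nothing between genotypes.

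The authors prepared strand-specific libraries, aligned paired reads to GRCh38 with STAR and deposited raw read counts per gene. The annotation release and the strand setting of the counting are not stated in the material used here, so counts of overlapping and antisense genes, and of genes with a near-identical copy, are uncertain. The deposited counts are whole numbers for 60675 Ensembl genes, with no rows other than genes. Of these gene identifiers, 56558 (93.2%) were found in GENCODE release 44 on GRCh38, and they hold 99.9% of all counts. Symbols and coordinates come from that release.

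Counts were analysed in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. As in the study, library sizes were scaled by the trimmed mean of M values (TMM), log2 CPM values were weighted with voom, duplicateCorrelation accounted for clones and contrasts were tested with the moderated statistic of eBayes. The study names replicate clones as what it corrected for, but its methods do not give the design of the fit or a filter on low counts. Here 1 mean per genotype was fitted over all 12 libraries and the clone was the block, so counts may differ from those of the study for that reason, and no setting tried here came near its heterozygous counts (at most 418 calls). Genes were kept by filterByExpr with the genotype as group, which left 19896 tested genes. P-values were adjusted by the Benjamini-Hochberg method, and the adjusted value is called FDR throughout. Genes were called at an FDR of at most 0.05, and also with a fold change of at least 1.3 applied after the FDR. The consensus correlation between cultures of a clone was -0.073. This is 1 average over all genes, and single genes can differ widely between clones. A negative value lowers the standard errors. In fits of the 8 libraries of a pair, the clone block made a large difference only to the heterozygous calls. The WT/WT and WT/H1047R libraries gave 228 calls with it and 60 without it. Homozygous calls were 8685 with it and 8524 without it against WT/WT, and 10870 and 10267 against heterozygous cells. In the fit of all 12 libraries the heterozygous calls were 133 with it and 96 without it. CPM values given per gene use the TMM-scaled library size. TMM factors ranged from 0.949 to 1.04.

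The genes named in the text were fixed by a rule before the data were examined. For each contrast these are the 3 largest rises and the 3 largest falls among genes with a symbol, an FDR of at most 0.05, a mean log2 CPM of at least 0 and no overlap between the libraries of the genotypes compared. Not every gene that this rule gives is described. PIK3CA and a list of 12 genes that the study discusses were added, and several of those were chosen by the study on these same libraries. The list holds NODAL, NANOG, POU5F1, SOX2, MYC, FGF4, GDF3, TGFB2, IGF1R, CDH9, MAP2 and PAPLN. A further 9 gene sets were written from general knowledge before the data were examined: NODAL/TGFβ response, primed pluripotency, neuroectoderm, mesendoderm, ERK feedback, FOXO targets, sterol synthesis, glycolysis, and MYC with nucleolar genes. They were tested with cameraPR on the moderated statistic with a preset inter-gene correlation of 0.01, adjusted over all 27 tests. Separation of genotypes was measured as the mean Euclidean distance in log2 CPM over the 500 most variable genes between genotypes minus that within genotypes, with an exact permutation test over the 35 splits of 8 libraries.

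Comparisons of the heterozygous and homozygous contrasts share their WT/WT libraries. Counts were therefore simulated from a negative binomial distribution with the means, dispersions and library sizes of these data, in 20 draws with neither mutant genotype changed and in 20 draws with only the homozygous genotype changed. These draws contain no clone effects and were fitted without the clone block, unlike the data they are compared with. The WT/WT libraries were also divided 2 and 2 between the contrasts in all 6 ways, with the consensus correlation kept from the fit of all libraries. The number of calls was also counted over all splits of the 8 libraries of a pair, fitted without the clone block. Set tests in these splits were adjusted over the 9 sets of that pair only. The predictions for these splits and for all other tests of explanations were written after results had been seen.

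The fit was tested on simulated counts for the 19896 genes, with 50 genes changed in the heterozygous group at each of 4 fold changes. It recovered 70% of genes changed 1.3-fold, 82% of those changed 1.5-fold, 98% of those changed 2-fold and 100% of those changed 4-fold, each out of 50 genes. Changed genes were drawn only from those with an expected WT/WT count of at least 50, and these counts contain no clone effects. Recovery of genes with fewer counts, or in the presence of clone effects, was not tested. Of the simulated calls 6.42% were unchanged genes, and the unchanged homozygous contrast gave 0 calls. A set raised on purpose in simulated counts was called in both contrasts that contained the change, and 1 other of the 27 set tests was called.

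Alternatives fixed before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-voom without the clone block, counts summed per clone, other size factors, other filters on low counts, sample quality weights, passage number as a covariate, fits of the 8 libraries of a pair only, fits without each library or each clone with several cultures, a test against a fold change of 1.3, and other settings of the set tests and of the distance. Surrogate variables (sva 3.50.0) and a correction for GC content were added after seeing the data. Replicates were compared before averaging. Over all 18 pairs of libraries of a genotype, the squared count difference per gene was at least 6.43 times its counting variance, so no library was a copy of another. Genes with at most 3 counts in every library of a genotype were treated as at the floor, which corresponds to between 0.038 and 0.0543 CPM. A floor covers counting error only. The collection day of the cultures is not in the labels and was not used.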

Results

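Gene expression was profiled by high-depth RNA sequencing in isogenic WTC11 iPSCs that carry no, 1 or both copies of the activating PIK3CA allele H1047R, with 4 cultures per genotype. WT/WT cultures came from the clones G7_H4 (2 cultures), C and H11_E1. WT/H1047R cultures came from the clones Het2, Het3 (2 cultures) and Het1, and H1047R/H1047R cultures from the clones G and F (2 cultures each). The total count per library ranged from 53884972 in WT/WT replicate 3 to 82480897 in H1047R/H1047R replicate 3. Between 25457 and 27112 genes had at least 1 count. The 10 most abundant genes held from 7.99% to 10.1% of the counts. At this depth the median standard error of a log2 fold change against WT/WT was 0.104 for heterozygous and 0.105 for homozygous cells.

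The edited gene was examined first. PIK3CA (ENSG00000121879, GRCh38 chromosome 3, 179148114 to 179240093, protein coding) was counted between 177 and 299 times in every library. Its expression was 3.29 ± 0.52 CPM in WT/WT, 3.57 ± 0.372 CPM in WT/H1047R and 2.76 ± 0.122 CPM in H1047R/H1047R (mean ± SD, n = 4 each). The log2 fold change was 0.13 (SE 0.12, FDR 0.723) in heterozygous and -0.23 (SE 0.12, FDR 0.135) in homozygous cells, neither past the threshold. Homozygous cells had less PIK3CA mRNA than heterozygous cells, with a log2 fold change of -0.36 (SE 0.12, FDR 0.0177). That difference was no longer called with counts summed per clone, where it was -0.35 at an FDR of 0.0519. Over all alternatives its FDR ranged from 0.00283 to 0.11. Gene counts do not show which allele a read came from, so the genotype labels were not tested by these values.

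Whether genotypes separate as whole transcriptomes was asked next. The first principal component of the 500 most variable genes held 87.4% of their variance and parted the 4 homozygous libraries from the other 8. The second held 4.31% and spread the WT/WT clones. The mean distance between homozygous and WT/WT libraries exceeded the distance within genotypes by 66.4 log2 CPM units (exact permutation p = 0.0286, one-sided, n = 4 and 4). The excess was 75.5 between homozygous and heterozygous libraries (exact permutation p = 0.0286). It was 4.96 between heterozygous and WT/WT libraries (exact permutation p = 0.0286), where the mean distance was 36.3 between and 31.4 within genotypes. A p of 0.0286 is the smallest that 35 splits can give, and these splits treat cultures of a clone as exchangeable. Only 7 of the heterozygous and WT/WT splits and 3 in each homozygous comparison keep every clone whole, too few to reach a p of 0.05. The heterozygous excess fell to between 2.25 and 2.81, with exact permutation p from 0.171 to 0.229, when any 1 of the heterozygous libraries was left out.

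**Figure D1:**
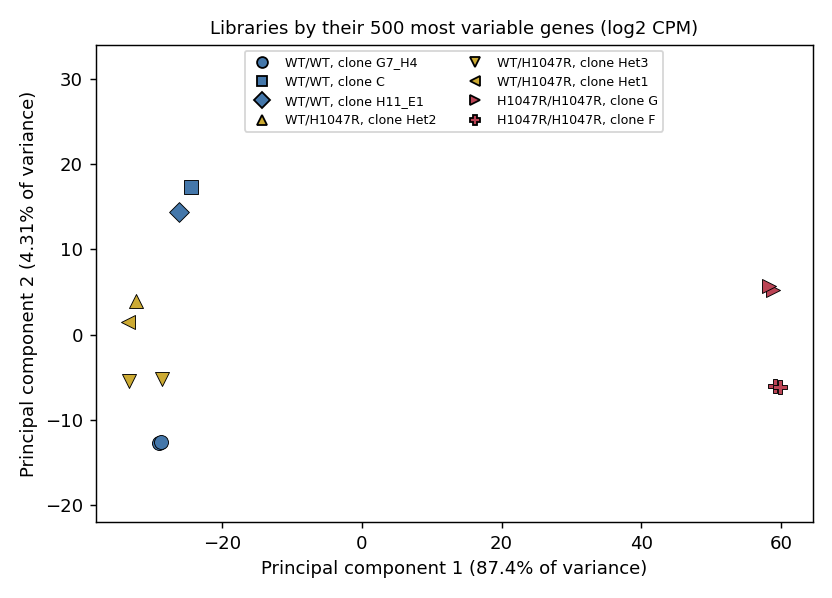
Libraries placed by the first and second principal components of log2 CPM over the 500 most variable genes, with colour for genotype and symbol for clone. The 4 homozygous libraries lie beyond 58 on the first axis, while WT/WT and WT/H1047R libraries lie below -24 and differ mainly along the second axis.

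The comparison of WT/H1047R with WT/WT asks what a single copy of the allele changes. At an FDR of 0.05, 133 of 19896 genes were called, 97 higher and 36 lower in heterozygous cells. With the 1.3-fold cutoff 96 remained, 70 higher and 26 lower. An unadjusted p of at most 0.05 was reached by 2358 genes. The median absolute log2 fold change over all genes was 0.09, below the median standard error. The libraries of the genotypes did not overlap for 1199 genes (6.03%), against 2.86% by chance. The number of calls depended on single libraries and on the test. It ranged from 28 without WT/H1047R replicate 2 to 363 without H1047R/H1047R replicate 1, and was 6 without the clone Het3. Without the clone block, DESeq2 called 292 genes, limma-voom 96 and edgeR 71. Scaling by library size alone changed the share of calls that were higher from 72.9% to 83.1%.

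The genes with the largest heterozygous rises under the naming rule were ZFP28, LINC00458 and TFPI. ZFP28 (ENSG00000196867, chromosome 19, 56538948 to 56556808) rose from 1.19 ± 0.608 to 3.01 ± 0.371 CPM, a log2 fold change of 1.61 (SE 0.31, FDR 0.027), and had 0 counts in every homozygous library. It lies in a stretch of chromosome 19 where WT/WT clones differ, with 0.312 CPM in the clone H11_E1, so its rise may reflect clones. LINC00458 (ENSG00000234787, chromosome 13, 53950255 to 54270397), a long non-coding RNA, changed by 1.35 (SE 0.29, FDR 0.0387). TFPI (ENSG00000003436, chromosome 2, 187464230 to 187565760) changed by 1.24 (SE 0.22, FDR 0.0179). The largest falls were in HSPB6, BEST1 and EDNRB. HSPB6 (ENSG00000004776, chromosome 19, 35754566 to 35758079) went from 2.45 ± 0.745 to 0.45 ± 0.138 CPM, a log2 fold change of -2.46 (SE 0.26, FDR 0.000148), and stood at 3.32 ± 0.233 CPM in homozygous cells. BEST1 (ENSG00000167995, chromosome 11, 61950063 to 61965515) changed by -1.35 (FDR 0.019) and EDNRB (ENSG00000136160, chromosome 13, 77895481 to 77975529) by -0.89 (FDR 0.0142). HSPB6 was called in every alternative, with an FDR of at most 0.0183. The other 5 lost their calls with counts summed per clone (FDR from 0.054 to 0.0868) and without the clone Het3, and each of them also without at least 1 single library. ZFP28 and LINC00458 were also not called by edgeR or DESeq2.

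The comparison of H1047R/H1047R with WT/WT asks what both copies change. At an FDR of 0.05, 9728 genes (48.9% of those tested) were called, 4917 higher and 4811 lower. With the 1.3-fold cutoff 6309 genes remained, 3089 higher and 3220 lower. The median absolute log2 fold change was 0.28. Libraries did not overlap for 7953 genes (40.0%), against 2.86% by chance. The test against a fold change of 1.3 moved the second count most, to 3401 genes. Scaling by library size alone left 36.3% of calls higher instead of 50.5%, and moved the median log2 fold change of all genes from -0.0037 to -0.094.

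Among the largest homozygous rises were PRAC1 and CTSF. PRAC1 (ENSG00000159182, chromosome 17, 48721719 to 48722518) went from 0.229 ± 0.264 to 27.1 ± 1.19 CPM, a log2 fold change of 8.19 (SE 0.68, FDR 1.36e-08). CTSF (ENSG00000174080, chromosome 11, 66563464 to 66568879) reached 34.5 ± 3.1 CPM, a change of 7.64 (SE 0.43, FDR 5.97e-11). The largest falls were in EIF1AY, RPS4Y1 and SEMA6D. EIF1AY (ENSG00000198692, chromosome Y, 20575776 to 20593154) had 26.9 ± 1.22 CPM in WT/WT and at most 3 counts in any homozygous library, which makes it at least 638-fold lower. RPS4Y1 (ENSG00000129824, chromosome Y, 2841602 to 2932000) fell from 457 ± 18 to 0.295 ± 0.127 CPM, a log2 fold change of -10.68 (SE 0.25, FDR 1.15e-15). Both have a closely related copy on the X chromosome, so the origin of the few counts left in homozygous cells is uncertain. That copy cannot account for the fall. Heterozygous cells kept EIF1AY at 26.4 ± 1.28 CPM and RPS4Y1 at 419 ± 20.4 CPM. Counts do not show whether these Y genes are deleted or silenced, or whether their fall follows from the genotype. SEMA6D (ENSG00000137872, chromosome 15, 47184101 to 47774228) changed by -5.14 (SE 0.31, FDR 1.73e-10). These 5 genes were called in every alternative that gave them an FDR.

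The comparison of H1047R/H1047R with WT/H1047R asks what the second copy adds. It gave 10110 genes at an FDR of 0.05, 4998 higher and 5112 lower, and 6494 with the 1.3-fold cutoff, 3009 higher and 3485 lower. The median absolute log2 fold change was 0.29. The count with the cutoff fell to 3571 under the test against a fold change of 1.3. Scaling by library size alone left 32.2% of calls higher instead of 49.4%, with a median shift of all genes to -0.12. The largest falls under the naming rule were again EIF1AY, RPS4Y1 and SEMA6D. The largest rises were ZNF560, PRAC1 and CTSF. ZNF560 (ENSG00000198028, chromosome 19, 9466355 to 9498616) changed by 9.70 (SE 1.71, FDR 0.000117), from 0.0265 ± 0.0276 CPM in heterozygous to 20.7 ± 1.77 CPM in homozygous cells. It had 12.8 CPM in WT/WT replicate 3 and at most 0.351 CPM in the other WT/WT libraries.

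Of the 12 listed genes, 10 were called in homozygous against WT/WT cells, 8 higher and 2 lower, and 11 against heterozygous cells, 8 higher and 3 lower. The counts adjusted over the list alone were also 10 and 11. Because the study chose several of these genes on the same libraries, these counts are not independent evidence. NODAL (ENSG00000156574, chromosome 10, 70431936 to 70447951) rose from 18.5 ± 2.75 CPM in WT/WT to 229 ± 17.1 CPM in homozygous cells, a log2 fold change of 3.65 (SE 0.16, FDR 1.77e-12). GDF3 (ENSG00000184344, chromosome 12, 7689784 to 7695775) rose by 3.26 (SE 0.095) and FGF4 (ENSG00000075388, chromosome 11, 69771022 to 69775341) by 3.48 (SE 0.28), the latter from 0.345 CPM. NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) rose from 74 ± 5.26 to 264 ± 12.4 CPM, a change of 1.84 (SE 0.053). POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) rose from 2130.3 ± 85.2 to 3920.2 ± 97.2 CPM, a change of 0.88 (SE 0.031). MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951) rose by 1.26 (SE 0.087), IGF1R by 0.82 (SE 0.056) and TGFB2 by 1.78 (SE 0.35), with TGFB2 at 5 to 31 counts per library in these genotypes. PAPLN (ENSG00000100767, chromosome 14, 73237497 to 73274640) fell by 2.07 (SE 0.13) and MAP2 fell by 0.51 (SE 0.18, FDR 0.0243). MAP2 lost its call against WT/WT cells in 3 alternatives and against heterozygous cells in 15. SOX2 was not called between homozygous and WT/WT cells, with a log2 fold change of -0.07 (SE 0.071, FDR 0.432), although it was called as lower without WT/WT replicate 1 (-0.17, FDR 0.0271), and fell by 0.30 against heterozygous cells (FDR 0.00154). CDH9 had few counts and was not called, but it was called as lower against WT/WT cells when the clone G7_H4 was left out.

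**Figure D2:**
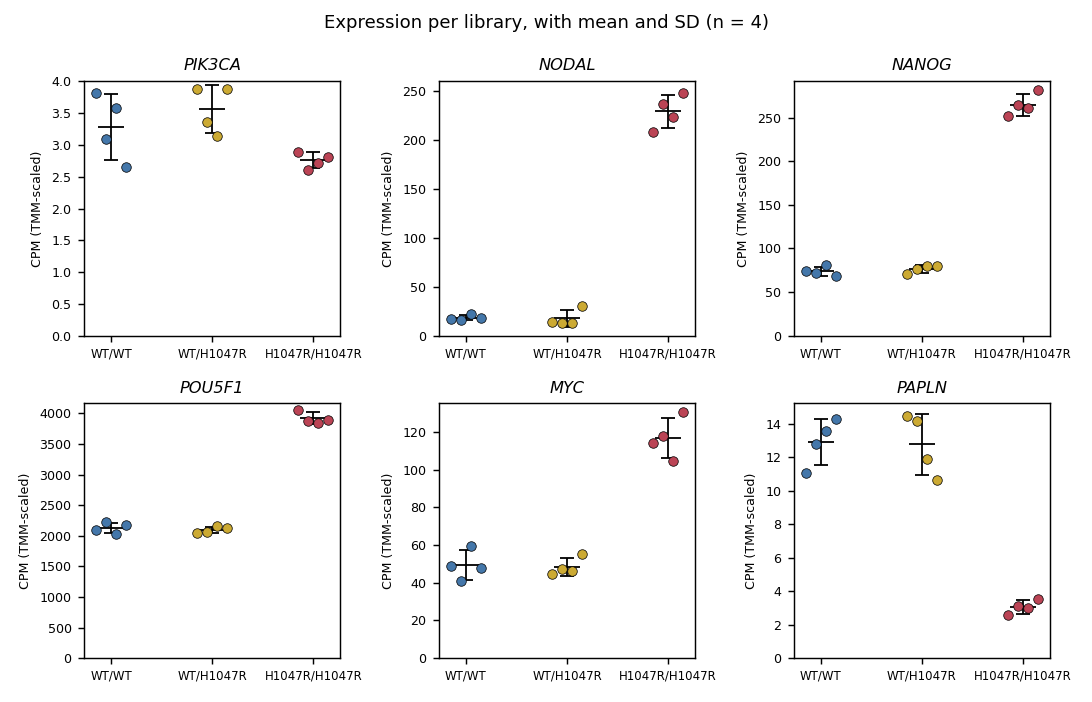
TMM-scaled CPM of 6 genes in each library (points), with the mean and SD of each genotype (bars, n = 4), on axes that start at 0. NODAL, NANOG, POU5F1 and MYC are higher and PAPLN is lower in all 4 homozygous libraries than in any other library, while PIK3CA ranges of homozygous and WT/WT libraries overlap.

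In heterozygous against WT/WT cells 0 of the 12 listed genes were called, and 0 when adjusted over the list alone. An unadjusted p of at most 0.05 was reached by 2 of them. The smallest FDR was 0.166, and the count adjusted over the list alone rose to 3 with DESeq2. NODAL was 17.8 ± 8.36 CPM in heterozygous cells, where 1 library stood apart at 30.3 CPM.

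How far heterozygous changes form part of homozygous ones was asked at the level of genes called in both contrasts. Of the 133 heterozygous calls, 111 were also called in homozygous cells, 57 in the same and 54 in the opposite direction. With the 1.3-fold cutoff 76 genes were called in both, 38 in the same and 38 in opposite directions. Simulated data in which only homozygous cells changed gave a mean of 0.1 genes in the same direction over 20 draws. With heterozygous cells unchanged and no clone effects, almost no heterozygous gene can be called there. These draws therefore do not show how shared WT/WT libraries divide real calls by direction. With the WT/WT libraries divided between the contrasts, the same-direction count at 1.3-fold was 29.7 on average, from 3 to 47 over 6 divisions. The same-direction count was 13 without WT/WT replicate 1 and 85 without WT/WT replicate 3.

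Log2 fold changes of both contrasts had a Spearman rho of 0.11 over 19896 genes, which are not independent replicates. Simulated data gave a mean rho of 0.46 with neither genotype changed and of 0.13 (0.12 to 0.14) with only homozygous cells changed, from the shared WT/WT libraries alone. With these libraries divided between the contrasts the mean rho was -0.029, and ranged from -0.06 to 0.013 over 6 divisions.

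Over the 6309 genes called in homozygous cells, the heterozygous change was 0.0084 times the homozygous change (slope through the origin), where a change in proportion to allele number would give 0.5. Simulated data with unchanged heterozygous cells gave a slope of 0.021 (0.015 to 0.027). With divided WT/WT libraries the mean slope was -0.028. Without a filter on low counts the slope was 0.049. The heterozygous change had the same sign as the homozygous change for 55.4% of the 6309 genes. Shared WT/WT libraries alone push signs to agree, and this share was not computed on simulated data. It therefore does not show that heterozygous cells change in the homozygous direction.

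**Figure D3:**
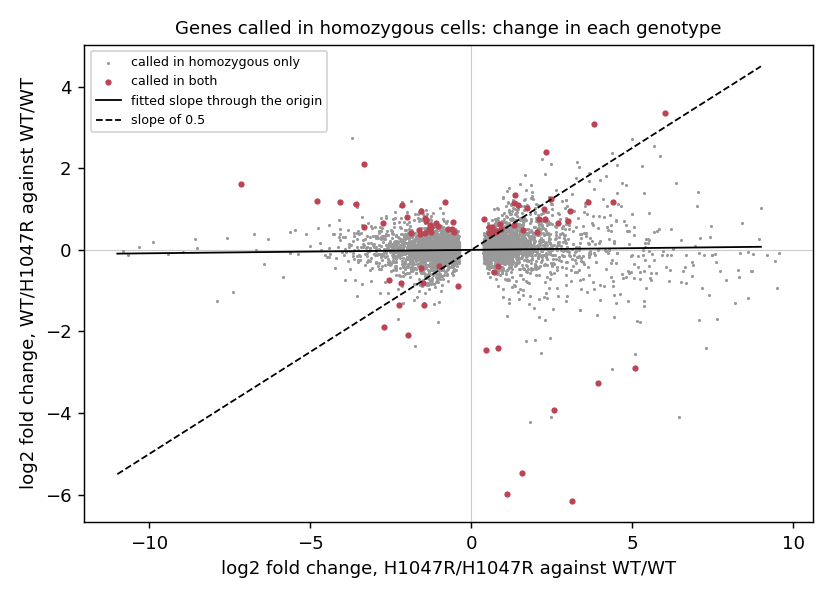
Log2 fold change in heterozygous (vertical axis) against homozygous cells (horizontal axis), each against WT/WT, for the 6309 genes called in homozygous cells at an FDR of 0.05 and 1.3-fold. The fitted line has a slope of 0.0084, the dashed line a slope of 0.5, and the 76 genes called in both genotypes (red) lie 38 on the diagonal quadrants and 38 off them.

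Of the 9 gene sets, 6 were called in homozygous against WT/WT cells. The mesendoderm set (16 genes tested) had a median log2 fold change of 1.56 and 12 members higher (FDR 3.77e-07). The primed pluripotency set (20 genes, of which 3 are on the list of the study) had a median of 0.27 with 14 higher (FDR 3.51e-05). The sterol synthesis set had a median of 0.46 with 20 of 20 higher (FDR 0.000183). The ERK feedback set had a median of 0.80 with 15 of 20 higher (FDR 0.000297). The NODAL/TGFβ response set had a median of 0.60 with 18 of 25 higher (FDR 0.00194). The neuroectoderm set, of which 3 genes are on the list of the study, was lower, with a median of -0.51 and 7 of 19 higher (FDR 0.025). The ERK feedback and NODAL/TGFβ response sets each hold 1 gene of that list. The same 6 sets were called in the same directions against heterozygous cells. The glycolysis, FOXO target and MYC with nucleolar sets were not called, with FDR of 0.305, 0.562 and 0.405 against WT/WT. Under fry all 6 calls held in both contrasts, and it also called the glycolysis set against WT/WT (FDR 0.00986) and all 9 sets against heterozygous cells. Under camera with other settings of the fit, 1 of the 6 sets was lost in some alternatives, the neuroectoderm set against WT/WT and the NODAL/TGFβ response set against heterozygous cells. None of the calls held with the inter-gene correlation estimated from the data, where the smallest FDR was 0.217.

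In heterozygous against WT/WT cells the NODAL/TGFβ response set (median 0.10, 16 of 25 higher, FDR 0.00148) and the primed pluripotency set (median 0.048, 12 of 20 higher, FDR 0.018) were called. Neither held under fry, with FDR of 0.0987 and 0.107, or with the estimated correlation. The first was also lost without WT/H1047R replicate 4 (FDR 0.0565) and the second without WT/WT replicate 4 (FDR 0.195). In a fit of these 8 libraries without the clone block the real genotypes gave 1 set call, and 33 of the 35 splits gave at least 1. These calls were adjusted over the 9 sets of this contrast only, not over all 27 tests.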

Values the study reported

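In heterozygous iPSCs the study found 451 transcripts reduced and 710 increased. Once a fold change of 1.3 was also required, these numbers were 149 and 343. With that requirement the study counted 2873 transcripts of lower and 2771 of higher abundance in homozygous iPSCs.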

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

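The tests in this part were chosen after the values were seen. For 30 reported values (26 genes and 4 library measures), each genotype was searched for a library far from the other 3, in 89 groups in all. There were 6 such cases, some of them in the same library, and chance gives about 4.5. Of the 6 cases, 3 were in WT/WT replicate 3, the only culture of the clone C. Clone and passage differ between the libraries of a genotype, but no clone has more than 2 cultures, and neither was tested as an explanation here.

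In WT/WT replicate 3, ZNF560 was at 12.8 CPM against at most 0.351 CPM in the other WT/WT libraries, CTSF was at 0.924 CPM against at most 0.117 CPM, and SEMA6D was at 8.23 CPM against at most 5.86 CPM. ZNF560 and CTSF are high in homozygous cells, so an admixture of homozygous cells was tested. ZNF560 would need 61.5% of such cells. The 8 other genes of at least 10 CPM that only homozygous libraries express would then sum to 90.2 CPM, and they summed to 2.61 CPM. SEMA6D is also lower in homozygous cells, the opposite direction. These values argue against admixed homozygous cells. A difference of the clone C or of this culture stays open, and a single culture cannot part them.

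NODAL was at 30.3 CPM in WT/H1047R replicate 4 and between 13.1 and 14.5 CPM in the other heterozygous libraries, including replicate 2 of the same clone, Het3. LEFTY1 and LEFTY2, which NODAL signalling induces, were also higher in that library, at 18.8 and 13.9 CPM against at most 6.37 and 6.94 CPM in the other heterozygous libraries. Levels of this order also occurred in WT/WT, at 17.7 and 18 CPM in replicate 3 and 11.8 and 12.9 CPM in replicate 4. WT/WT replicates 1 and 2 had at most 7.46 and 7.92 CPM. Admixed homozygous cells would have to make up 7.74% of the culture, and 7 other genes that only homozygous libraries express would then sum to 9.2 CPM. They summed to 1.1 CPM, which argues against admixture. With the trend along GC content removed, NODAL differed from the other heterozygous libraries by 1.16 on the log2 scale, against 1.15 before, but a single gene in a single library leaves that explanation undecided. As the other culture of Het3 did not share the rise, a state of this culture may be involved, which was not tested.

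SOX2 was at 139 CPM in WT/WT replicate 1 and between 175 and 182 CPM in the other WT/WT libraries. Its log2 difference was -0.35, and -0.36 with the trend along GC content removed. Without this library SOX2 was called as lower in homozygous cells (log2 fold change -0.17, FDR 0.0271), so its result depends on it. A single gene in a single library does not decide between such a trend, another technical difference of the library and a state of the culture.

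Mitochondrial genes held 6.38% of the counts in WT/H1047R replicate 3, the only culture of the clone Het1, and between 7.19% and 7.34% in the other heterozygous libraries. Over the 12 libraries the share did not fall with the total count: Pearson's r was 0.181 (permutation p = 0.57) and Spearman's rho 0.182 (permutation p = 0.573), each with 100000 resamples, and r was 0.259 without the 2 libraries farthest from the median total. With 12 libraries of 3 genotypes this does not exclude depth, and a trait of the clone stays open too.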

How the results depend on the processing

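Alternatives were fixed before the data were examined, except the surrogate variables and the correction along GC content, which were chosen after seeing the data. Fits with edgeR, DESeq2, counts summed per clone or surrogate variables had no clone block. No paired analysis was possible because the replicate numbers only follow the order of the records and the collection day of each culture is not in the labels. Where a result changed, the cause was not tested unless stated.

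The homozygous results moved little. Against WT/WT the count at an FDR of 0.05 lay between 8223 and 10423 genes in all alternatives, and against heterozygous cells between 7622 and 11573. With the 1.3-fold cutoff the counts fell to 3401 against WT/WT and 3571 against heterozygous cells under the test against a fold change of 1.3, which by construction asks for more than a point estimate past the cutoff. The excess distances of homozygous libraries stayed past the threshold. Between 9 and 11 listed genes were called against WT/WT and 10 or 11 against heterozygous cells. MAP2 lost its call against WT/WT in 3 alternatives and against heterozygous cells in 15, such as counts summed per clone (FDR 0.0754). Set calls fell from 6 to 5 against WT/WT with library size only, without the clone F, without the clone G and without H1047R/H1047R replicate 4, each time by the neuroectoderm set. Against heterozygous cells they fell from 6 to 5 with DESeq2 and with at least 1 CPM in 4 libraries, each time by the NODAL/TGFβ response set. They rose to 7 and 9 under fry, and 0 sets were called in any contrast when camera estimated the inter-gene correlation.

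The heterozygous count of 133 genes (96 with the cutoff) did not hold. Without the clone block it was 96 (73) with limma-voom, 71 (58) with edgeR and 292 (176) with DESeq2. It was 49 (33) with counts summed per clone and 43 (37) with passage number as a covariate. Without the clone Het3, which leaves 2 heterozygous libraries, it was 6 (6). It was 418 (230) without the clone G, 394 (189) with 2 and 380 (195) with 3 surrogate variables. The count at an FDR of 0.05 alone changed to 224 with sample quality weights, 228 with only the 8 libraries of the pair, 235 without the clone F, 83 without the clone G7_H4, 228 with 1 surrogate variable and 203 with the GC trend removed. The test against a fold change of 1.3 called 7 genes. Across the 12 fits that each left out 1 library it ranged from 28, without WT/H1047R replicate 2, to 363, without H1047R/H1047R replicate 1, and with the cutoff from 26 to 207. Without WT/WT replicate 3 it was 303 (196). That leaving out homozygous libraries changes a contrast without them means that estimates shared over all 12 libraries, such as the spread, affect this count.

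Genes called in both contrasts in the same direction numbered 23 with edgeR, 69 with DESeq2, 16 with counts summed per clone and 16 with the passage covariate. They numbered 61 with quality weights, 60 with the libraries of the pair, 61 without the clone F, 97 without the clone G and 2 without the clone Het3. Surrogate variables gave 59, 79 and 82. Leaving out 1 library gave from 11 to 85.

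The Spearman rho of both contrasts was 0.22 with no filter on low counts and 0.067 with at least 1 CPM in 4 libraries. It was 0.14 without the clone G, 0.20 without the clone G7_H4 and 0.072 without the clone Het3. Leaving out 1 library gave from 0.067 to 0.17. With the WT/WT libraries divided it was -0.029 on average. The slope was -0.0072 with edgeR, -0.0075 with DESeq2, 0.018 with counts summed per clone, 0.049 with no filter and -0.015 with at least 1 CPM in 4 libraries. It was 0.029 with the libraries of the pair, 0.023 without the clone G, 0.049 without the clone G7_H4 and -0.028 on average with divided WT/WT libraries. Leaving out 1 library gave from -0.0036 to 0.0304. No alternative brought the slope near 0.5.

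PIK3CA in homozygous against heterozygous cells kept its direction and lost its call with counts summed per clone (-0.35), the passage covariate (-0.32) and without the clone Het3 (-0.33). Its log2 fold change ranged from -0.42 to -0.32 when 1 library was left out, and the call was lost without WT/H1047R replicate 4. Against WT/WT, PIK3CA passed the threshold when scaled by library size alone (-0.32), and leaving out 1 library gave from -0.34, called without WT/WT replicate 4, to -0.15.

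In heterozygous cells 1 listed gene was called with 2 surrogate variables, and 0 in every other alternative. Adjusted over the list alone, the count was 1 with edgeR, with library size only, with no filter, with the libraries of the pair, without the clone G, without the clone G7_H4 and with 2 surrogate variables. It was 2 with quality weights, without the clone F and with 3 surrogate variables, and 3 with DESeq2. Leaving out 1 library gave from 0 to 2. Heterozygous set calls numbered 4 with quality weights, with the libraries of the pair and without the clone F, 5 without the clone G, and 0 without the clone Het3, under fry or with the estimated correlation. Leaving out 1 library gave from 2 to 6, the latter without WT/WT replicate 3. The excess distance between heterozygous and WT/WT libraries ranged from 2.25 to 7.32 when 1 library was left out, and lost its exact permutation call in the 4 fits that lacked a heterozygous library.

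Among 56 followed results of single genes and sets, 32 kept their direction and side in every alternative. Over the alternatives, 83 values were no longer past the threshold, 3 were newly past it and 7 were reversed. Of the 3, 2 were SOX2 in homozygous against WT/WT cells, called as lower without WT/WT replicate 1 (-0.17) and with 2 surrogate variables (-0.11). All reversals were of CDH9, which has at most 35 counts per library. In homozygous against WT/WT cells its log2 fold change was 0.23 with quality weights and 0.36 without the clone G, and ranged from -0.88 to 0.51 when 1 library was left out. Without the clone G7_H4 it was -1.62 (FDR 0.0223), a newly called fall. Against heterozygous cells it was 0.34 with 3 surrogate variables. CDH9 was at 0.029 and 0.089 CPM in G7_H4, 0.399 CPM in C and 0.455 CPM in H11_E1, so it also differs between WT/WT clones, and whether depth or clones move its result was not tested.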

Other observations

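The tests in this part were chosen after the patterns were seen. Counting calls over other splits of the libraries was planned, but what each outcome would mean was written down only after these counts had been seen.

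Heterozygous calls numbered 97 higher and 36 lower at an FDR of 0.05. Both are lower than the values quoted from the study above. With the 1.3-fold cutoff they numbered 70 higher and 26 lower. Both are again lower than the values quoted from the study above. The design of the fit and a filter on low counts are not given in the methods of the study, so the fits may differ.

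Each comparison was repeated over all 35 splits of its 8 libraries into 4 and 4, in a fit of those libraries without the clone block. For heterozygous against WT/WT cells 1 of the 35 splits, the real one, gave as many genes at an FDR of 0.05 (60), and 1 of 35 gave as many with the cutoff (48). With the clone block the same 8 libraries gave 228 genes (141 with the cutoff), and the other splits were not fitted with it. Without it the most in any other split was 5 genes, and 6 of the other splits also part no clone. With every clone kept whole there are only 7 splits, and 3 in each homozygous comparison, so the counts over 35 splits treat cultures of a clone as exchangeable. For homozygous against WT/WT cells 1 of 35 splits gave as many genes (8524) and 1 of 35 as many with the cutoff (5852), and all other splits gave 0. For homozygous against heterozygous cells 1 of 35 gave as many genes (10267) and 1 of 35 as many with the cutoff (6407), again with 0 in all others. In the homozygous comparisons every other split puts libraries of both genotypes in each group. A difference over so many genes then widens the spread within groups, which makes few calls likely in advance. The 0 therefore does not measure differences between clones or cultures.

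Gene set tests, adjusted here over the 9 sets of each comparison and not over all 27 tests, behaved differently. For heterozygous against WT/WT cells the real split called 1 set, 33 of the 35 splits called at least as many, and 1 split called 7. In the homozygous comparisons 1 of 35 splits, the real one, reached 6 sets, against WT/WT as well as against heterozygous cells. The most in another split was 5 in both, and 30 and 26 of the other splits called at least 1 set. With the preset inter-gene correlation, coordinated differences between single cultures may therefore be called as set changes, and the heterozygous set calls cannot be distinguished from that.

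A stretch of chromosome 7 had almost no counts in homozygous cells. The genes ZNF680, ZNF107, ZNF138, ZNF273, ZNF117 and ERV3-1 (GRCh38 chromosome 7, 64519878 to 65006743) had 8 counts in all over the 4 homozygous libraries and 6266 over the 4 WT/WT libraries. ZNF117 and ERV3-1 overlap. ZNF138 was at 6.59 ± 0.656 CPM in WT/WT, 7.55 ± 0.731 CPM in heterozygous and 0 counts in all homozygous libraries. On the distal side, CCT6P3 was at 1.47 ± 0.133 CPM in WT/WT and 0.944 ± 0.118 CPM in homozygous cells, and ZNF92 at 5 ± 0.508 and 5.1 ± 1.31 CPM. Low depth is excluded, since at the WT/WT level the least expressed of the 6 genes would have given 85 counts. Reads shared with paralogs would be lost in all genotypes, and the lowest count in the other 8 libraries was 56. Scattered losses do not account for the position: of 11 genes at the floor in all homozygous libraries and at 0.5 CPM or more elsewhere, 5 pairs were neighbours, and 10000 shuffles of gene positions gave at most 1 (permutation p = 1e-04, the smallest they can give). Zinc finger symbols made up 7 of the 11, against 514 of 14918 eligible genes (Fisher's exact p = 1.62e-08). All 7 lie in this stretch or are the neighbours ZNF470 and ZNF71 on chromosome 19. The test treats them as independent losses, so its p adds nothing to their being neighbours. A graded effect of allele number is also argued against, as the median heterozygous log2 fold change of the 6 genes was 0.22, with a range from -0.09 to 0.30. What stays open is whether the loss follows from the homozygous mutation or was carried by cells from which both clones arose, although the labels call the clones independent. All 6 genes were at the floor in both clones, so these cannot be told apart here. Counts do not show whether the stretch is deleted or silenced.

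On chromosome 19 a similar stretch ends with ZNF470 and ZNF71, which had at most 2 counts in any homozygous library. Its neighbours ZNF667, ZNF667-AS1 and ZNF471 were also at 0.039 CPM or less (at most 3 counts) in the WT/WT clones C and H11_E1, while the WT/WT clone G7_H4 had at least 0.528 CPM and heterozygous libraries at least 0.387 CPM of each. The loss of these 3 genes therefore does not need the H1047R allele. ZFP28, named above for its heterozygous rise, lies in this stretch. Variable silencing between clones is a candidate explanation for its change, and the 0.039 CPM of its neighbours in WT/WT clones bears on it only indirectly.

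MEG3 (chromosome 14, 100779410 to 100861031), an imprinted non-coding RNA, differed between clones inside every genotype. In WT/WT it was at 0.103 and 0.133 CPM in the cultures of G7_H4, 330 CPM in C and 386 CPM in H11_E1. Heterozygous levels were 216 CPM in Het2, 125 CPM in Het1, and 3.41 and 3.84 CPM in Het3. Homozygous levels were 78.9 and 88 CPM in G, and 0.076 and 0.0922 CPM in F. MEG8 and MEG9 followed the same clones. Cultures with 1 clone label differed by at most 0.20 on the log2 scale (CPM plus 0.1), which argues against exchanged clone labels. An effect of genotype is argued against by ranges of at least 5.86 between clones of a genotype. Loss of expression at this imprinted locus in some clones may explain the pattern, and no test here addresses its origin. The 4 cultures of a genotype are therefore not equivalent at this locus.

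Heterozygous calls did not lean toward the homozygous direction. At 1.3-fold, 50% of the genes called in both contrasts went in opposite directions. Shared control libraries push calls toward the same direction, and with the WT/WT libraries divided 54.2% were opposite. One hypothesis is that part of the heterozygous calls reflects differences between clones and not allele number. The fit without the clone Het3 called 6 genes against 133, which is in line with a dependence on single clones, but that fit also has fewer libraries, and whether the 6 are among the 133 was not tested.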
